# Dissociation of mitochondrial and ribosomal biogenesis during thallium administration in rat kidney

**DOI:** 10.1371/journal.pone.0311884

**Published:** 2024-12-04

**Authors:** Sho Sugahara, Kana Unuma, Shuheng Wen, Takeshi Funakoshi, Toshihiko Aki, Koichi Uemura

## Abstract

Thallium (Tl) is a heavy metal with toxicity comparative to other heavy metals such as As, Cd, and Hg. Nevertheless, fewer studies have been reported concerning the molecular mechanism of Tl toxicity as compared to other heavy metals. To obtain insight into Tl toxicity in the kidney, rats were intraperitoneally administered Tl_2_SO_4_ (30 mg/kg), and the kidneys were removed 2 or 5 days later to examine the effects of Tl. Transcriptome analysis using DNA microarray of the rat kidney 2 and 5 days after Tl administration showed that cytoplasmic ribosomal proteins are the most upregulated category; many of the genes involved in ribosome biosynthesis were upregulated by Tl administration. This upregulation was associated with the activation of eukaryotic transcription initiation factor 2α (eIF2α), implying that increased ribosome biogenesis was linked to the subsequent activation of protein translation. In contrast, decreased mitochondrial biogenesis was revealed via proteomic analysis. Although we found an increase in Myc, a positive regulator of both ribosomal and mitochondrial biogenesis, decreased levels of NRF1 and TFAM, positive regulators of mitochondrial biogenesis whose gene expression is directory activated by Myc, were paradoxically observed. Taken together, differing responses of ribosomes and mitochondria to Tl toxicity were observed. Failure of transmission of the Myc signal to NRF1/TFAM might be involved in the observed disruption of coordinated responses in mitochondria and ribosomes during Tl administration in rat kidney.

## Introduction

Thallium (Tl) is a metal element found almost everywhere in the natural environment [1, 2]. Although there are relatively low concentrations of Tl in the natural environments, Tl contamination in beverages, tobaccos, and vegetables is becoming a big threat to human health [3]. Since Tl has applications in industries such as in semiconductors, Tl can be contaminated in air, water, and soils [3]. Tl ions can exist in two forms, Tl (I) and Tl (III), both of which have toxicities comparable to or higher than other heavy metals such as cadmium (Cd), mercury (Hg), and lead (Pb). The LD50 of thallium sulfate has been estimated to be around 30 mg/kg, 23.5 mg/kg, and 8–12 mg/kg in rats, mice, and humans, respectively [4, 5]. Symptoms of Tl intoxication include abdominal pain, paresthesia, etc., which are relatively commonly observed among other cases of drug intoxication [6]. In addition to public health concerns in which low and chronic Tl toxicity is involved, high and acute toxicity of this element plays crucial roles in fatal cases of Tl poisoning. Tl has a long history as the “poisoner’s poison” due to its tasteless, colorless, and odorless nature as well as extremely high toxicity [7, 8]. Difficulty in diagnosis and lack of effective antidotes have made Tl one of the most famous poisons used for not only homicides but also suicides. Tl was also used as a pesticide. Therefore, unintended ingestion of Tl and resultant severe poisoning including fatality have been still reported even in recent years [9–12]. Mechanistically, many TI toxicities derive from the similarities between potassium (K^+^) and Tl ions in terms of their radius and charge. Therefore, Tl disrupts essential cellular activities involving K^+^ ion such as Na^+^/Ka^+^ ATPase [1, 2]. The binding of TI to sulfhydryl groups of proteins and the subsequent protein inactivation is another mechanism of Tl toxicity [13, 14]. Due to its high solubility in water, Tl is easily absorbed into the human body through ingestion, inhalation, and the skin. Although to a lesser extent, Tl also can pass through the blood-brain barrier (BBB) and accumulate in the brain [15–17]. The tissue distribution of 16–48 mg/kg Tl_2_SO_4_ administered intraperitoneally to rats shows the highest accumulation in the kidney [17]. Nevertheless, there are few reports examining the cytotoxicity of Tl on kidney cells.

The cytotoxicity of Tl involves damage in an array of subcellular organelles, including mitochondria and ribosomes [1]. Like many other toxic chemicals harmful to the human body, mitochondrial damage is one of the major mechanisms of Tl toxicity. Mitochondria are dynamic organelles undergoing continuous fission and fusion [18]. Mitochondrial biogenesis, the self-replication through the fission of pre-existing mitochondria, is a phenomenon observed during periods of increased demand for cellular energy such as during aerobic excise [18]. Nuclear respiratory factor 1 (NRF1) and mitochondrial transcription factor A (TFAM) are transcription factors that play crucial roles in mitochondrial biosynthesis [19]. For example, although both NRF1 and TFAM are nuclear-encoded genes, NRF1 activates nuclear-encoded mitochondrial electron transfer chain (ETC) genes directly while mitochondria-encoded ETC genes are activated indirectly through the activation of TFAM [20]. Ribosomes are another organelle shown to be damaged by Tl [21, 22]. In contrast to mitochondrial biogenesis, ribosome biogenesis is achieved through the construction of complete ribosome particles from their parts, ribosomal RNAs and proteins [23, 24]. Since ribosomes are highly energy consuming organelles, ribosome biogenesis is almost always accompanied by mitochondrial biogenesis [25].

c-Myc (or Myc) is an oncogene that fulfills its tumor-promoting roles by working as a transcription factor [26]. Myc promotes cell cycle progression through the upregulation of cyclins and the downregulation of cyclin-dependent protein kinase inhibitors (CDKIs) [26]. In accordance with the fact that cell proliferation increases the cellular demand for energy, such as ATP, and biomaterials, such as proteins, it has been demonstrated that both ribosomal and mitochondrial biogenesis are positively regulated by Myc [27–29]. Although the simultaneous activation of cell cycle progression, mitochondrial biogenesis, and ribosomal biogenesis is matched well to the pathophysiology of cancer, little is known about the status and roles of these cellular events in the pathophysiology of Tl intoxication. To gain insight into the molecular mechanism of Tl toxicity in the kidney, we found that there is a disturbance in the balance among these three cellular responses to Tl toxicity.

## Experimental procedures

### Materials

Thallium sulfate (Tl_2_SO_4_) was purchased from WAKO pure chemicals (Osaka, Japan). All other reagents are also commercially available.

### Ethics statement

All methods were carried out in accordance with relevant guidelines and regulations. All animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (approval No. A2023-080C) and reported in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines and regulations. To alleviate suffering, we adopted humane endpoints such as decreased body weight, reduced consumption of food/water, and behavioral changes.

### Animals

Wistar rats (7-weeks-old, male) were purchased from Oriental Yeast Co. Ltd. (Tokyo, Japan). Rats were housed in groups of 2 animals in specific-pathogen-free conditions and kept under standardized conditions including bedding materials and free access to food and water, an atmosphere at 25°C, and a 12 h light/dark cycle throughout the experiments. To investigate the effects of sub-acute Tl exposure on the kidney, they were randomly divided into 3 groups: control (n = 4), Tl (2 days, n = 4), and Tl (5 days, n = 5) groups. Since we intended to investigate the effects of the half lethal dose of Tl on the kidney and the reported LD50 of Tl for rats is 30 mg/kg, they were intraperitoneally administrated double distilled water or Tl_2_SO_4_ (30 mg/kg), which was achieved by an administration of 1.7 mL solution per 250 g (body weight). The solution was prepared fresh just before the injection, which lasted approx. for 1 min for each rat. Rats were monitored for health every day. Although humane endpoints including decreased body weights, reduced consumption of food/water, and behavioral changes were not observed, 2 rats died 3–4 days after Tl administration. They were included in the Tl (5 days) group. Two or five days after the Tl_2_SO_4_ administration, the rats were sacrificed by an overdose of sodium pentobarbital (40 mg/kg), and the kidneys were excised. Excised tissues were divided into 4 pieces and stored at -80°C for extraction of RNA and protein, 4°C in 4% PFA solution for immunohistochemistry, and phosphate buffer for electron microscopy. Investigators were not blinded to sample information. Results considered to be having experimental errors were excluded.

### DNA microarray and qPCR analysis

Total RNA was extracted from the rat kidney using Trizol reagent (Thermo). Tissues frozen at -80°C were thawed by leaving them at room temperature for approx. 1 hour. Total RNA was extracted from the tissues using Trizol (Thermo) according to manufacturer’s instruction. The concentration and purity of RNA were determined by NanoDrop One (Thermo) by measuring A_260_ and A_260_/A_280_, respectively. For DNA microarray analysis, total RNA was further purified using an RNeasy RNA purification kit (QIAGEN). Total RNA was examined for its integrity by a BioAnalyzer (Agilent) and hybridized to a ClariomS array (Thermo). The results were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE269635). Transcriptome Analysis Console software (TAC, Thermo) was used to analyze the results of DNA microarray analysis. For qPCR analysis, cDNA synthesis was performed using 50 U of SuperScriptII reverse transcriptase (Thermo), 0.5 μg of oligo(dT)_15_, 1 μg of total RNA, and 0.4 mM dNTPs in a 20 μL of reaction buffer [50 mM Tris (pH 8.3), 70 mM KCl, 3 mM MgCl_2_, and 10 mM DTT] at 42°C for 50 min., followed by 70°C for 15 min. cDNA obtained was stored at -20°C until use. A StepOnePlus PCR machine and StepOne Software (ver.2.3. Thermo) were used to perform quantitative reverse transcription-mediated real time PCR (qPCR) and analyze the data, respectively. A comparative Cq (also referred to as Ct) method (2^-ΔΔCq^ method) [30] and SYBR Green fluorescence dye (GoTaq qPCR master mixture, Promega, Madison, MI) were used to calculate the relative abundance of RNA and to detect amplification products, respectively. The PCR condition was 95°C for 20 s, followed by 40 cycles of 95°C for 3 s and 60°C for 30 s. The primers used are listed in S1 Table in S1 File. After the cycle of PCR, the melt curve analysis was performed with the condition of 95°C for 15 s, followed by 60–95°C to confirm the specific amplification of the PCR product.

### MALDI-TOF-MS

Matrix Assisted Laser Desorption/Ionization-Time Of Flight-Mass Spectrometry (MALDI-TOF-MS) analysis was performed as described previously [31]. In brief, gel slices excised from CBB-stained gels were treated with DTT and iodoacetamide to reduce disulfide bonds and modify cysteine residues of the proteins within the gel slices. After digestion with trypsin, the resultant peptides were subjected to MALDI-TOF-MS (UltrafleXtreme, Bruker Daltonics, Billerica, MA, USA) analysis using α-cyano-4-hydroxycinnamic acid (Bruker Daltonics) as the matrix.

### Immunoblot analysis

Immunoblot analysis was performed as described previously [31, 32]. In brief, kidney lysates were separated by SDS-PAGE, blotted to a PVDF membrane, and probed with antibodies (S2 Table in S1 File). Antigens were visualized using peroxidase-conjugated anti-IgG secondary antibodies and ECL reagents. All blots with membrane visible are provided in S1 Fig in S1 File. We sometimes cut membranes horizontally and exposed to different antibodies. Optical densities of test as well as control proteins were determined by use of a densitometric program (CS Analyzer ver. 4, ATTO) (S3 Table in S1 File). Then, relative levels of test proteins were determined by dividing the densities of test proteins by that of control proteins.

### Immunohistochemistry

Immunohistochemical (IHC) analysis was performed as described [32]. Paraffin-embedded sections were deparaffinized and antigenicity was retrieved through microwave heating. The sections were incubated at 4°C overnight with 1/100 diluted rabbit anti-RPS3 antibody (S2 Table in S1 File). A Histofine Simple Stain Max PO (MULTI) kit (Nichirei Biosciences Inc., Tokyo, Japan) was used to visualize antigens. Diaminobenzidine (DAB) was used as a substrate.

### Electron microscopy

Electron microscopy of the rat kidney was performed as described [32]. Briefly, tissue sections were fixed with 4.5% paraformaldehyde and 2.5% glutaraldehyde in phosphate buffer, treated with 1% osmium tetroxide, dehydrated with ethanol, and embedded in Epon epoxy resin. The sections were sliced into ultrathin sections (90 nm thickness) and stained with uranyl acetate and lead citrate. Transmission EM analysis was performed using a Hitachi H-7100 (Hitachinaka, Japan).

### Statistical analysis

After ANOVA as the pre hoc test, Dunnett’s post hoc test was used and p<0.05 is considered statistically significant.

## Results

### Pathohistological and transcriptome analysis of kidney from rats administered Tl

We first evaluated whether Tl damages rat kidney or not. H&E stain of the kidney from rats administered Tl (30 mg/kg, 5 days) showed mild congestion, flattened tubular epithelial cells, tubular dilatation, and widespread sloughing of tubular cells (Fig 1A). Thus, we concluded that the experimental setting adopted to this study indeed damaged rat kidney. We next investigated differences in the expressed genes in rat kidney from the Tl and control groups. 

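Total RNA from the control group and from the Tl 2 days and Tl 5 days groups was hybridized to 3 Clariom S rat arrays, 1 per group, so the spread between rats is not known and no difference from these arrays was tested. The deposited table holds a log2 value for each of 24834 probe sets per array, as processed by the authors, and the paper's text does not name the normalization. A single gene symbol was listed for 15049 probe sets, which gave 15037 genes after averaging the probe sets of 10 genes, and 9785 probe sets were not named here. The sample labels name spleen as the source and 40 mg/kg daily, whereas the sample titles and the paper name kidney. The dose is 30 mg/kg daily in the series design and a single 30 mg/kg in the paper. On the control array, 31 marker genes of the proximal tubule had a median log2 value of 15.24, whereas 11 genes of spleen B cells had a median of 4.20 and 13 genes of T cells a median of 4.29. Relative to the control array, 906 genes were over 2-fold higher and 699 over 2-fold lower in the Tl 2 days group. The Tl 5 days group had 807 genes over 2-fold higher and 732 over 2-fold lower than the control group, and both comparisons used the same control array. Which direction held more genes depended on the scaling. After centring each array on the median of its genes, 753 were higher and 870 lower in the Tl 2 days group. In the Tl 5 days group the numbers were then 742 and 785. Among 1153 probe sets whose identifiers mark them as negative controls, 96 were over 2-fold higher and 134 over 2-fold lower in the Tl 2 days group. In the Tl 5 days group the numbers were 126 and 91. These shares are larger than those of the genes, which were 6.0% higher and 4.6% lower, and 5.4% and 4.9%. What these probe sets measure is not stated in the paper's text, and other control classes gave other shares. Among 399 probe sets marked as positive controls, 27 were over 2-fold higher and 20 lower in the Tl 2 days group. For the Tl 5 days group these were 37 and 13. Of 63 ERCC probe sets, whose values are nearly fixed between arrays, 0 passed the limit. Differences over 2-fold thus also occur among the negative control probe sets, whose median control value was 6.56. The counts of genes do not exceed the rate in that class.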

Transcriptome analysis using DNA microarray showed that the most increased gene in response to Tl administration was hepatitis A virus cellular receptor 1 (Havcr1), which is also known as kidney injury molecule 1 (Kim1) and is considered a marker of kidney injury [33–35] (Fig 1B). Furthermore, other genes suggested as possible markers of kidney injury, such as clusterin (Clu) and lipocalin 2 (Lcn2), were also included in the list of highly upregulated genes [36, 37] (Fig 1B). Thus, the results of transcriptome analysis confirmed that the administration of Tl at a dose of 30 mg/kg results in the development of kidney injuries 2 and 5 days after administration. It was also demonstrated by the transcriptome analysis that in the kidneys of rats administered Tl, ribosome biogenesis was the most influenced category (Table 1).

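In the control group, Havcr1 had a log2 value of 5.52, a level that 8 of 63 ERCC probe sets of the same array reached or exceeded. Its log2 value was 18.47 in the Tl 2 days group and 18.46 in the Tl 5 days group. These values were 7942-fold and 7899-fold above the control group, on a log2 scale 12.96 and 12.95. By this difference Havcr1 ranked 1 among all probe sets of the array at both times. Because its control value lay in the range of the ERCC probe sets, the size of this fold rests on a dim signal in 1 array.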

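Clu had a log2 value of 9.83 in the control group, 17.81 in the Tl 2 days group and 17.31 in the Tl 5 days group, which were 253-fold and 178-fold differences from the control group. Lcn2 was at 5.47 in the control group, a dim signal in the range of the ERCC probe sets on which the size of its fold rests, and at 13.36 and 13.92 in the Tl groups, 238-fold and 349.8-fold above control. Both were among the 10 genes with the largest positive differences in each Tl group.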

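Of 25 genes listed as markers of kidney injury, 24 were measured. Their median log2 difference from the control group was 2.24 in the Tl 2 days group, with 15 genes over 2-fold higher and 1 lower, and 1.83 in the Tl 5 days group, with 14 higher and 1 lower. Marker genes of the tubule were also compared by segment. All 9 listed genes of the thick ascending limb were measured, and 7 of them were over 2-fold lower at both times. Their median log2 difference was -2.49 in the Tl 2 days group and -3.03 in the Tl 5 days group. Umod had the log2 values 18.70, 16.07 and 9.24 in the control, Tl 2 days and Tl 5 days groups, and Egf had 18.81, 15.35 and 9.69. Slc12a1 differed from the control group by -3.59 and -3.03. The 6 measured genes of the distal convoluted tubule had median differences of -1.44 and -3.13, among them Calb1 at -4.18 and -6.47, while Trpv5 was higher by 3.43 and 1.64. In the collecting duct list of 13 genes, 8 were over 2-fold lower in each Tl group, with medians of -1.10 and -1.11. The proximal tubule list had a median difference of -0.43 in the Tl 2 days group and 0.04 in the Tl 5 days group, where the sign of the latter was negative after quantile normalization or centring of the arrays. Within that list, Slc22a2 differed by -2.20 and -4.31 and Slc2a2 by 3.29 and 4.90.

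**Figure D1:**
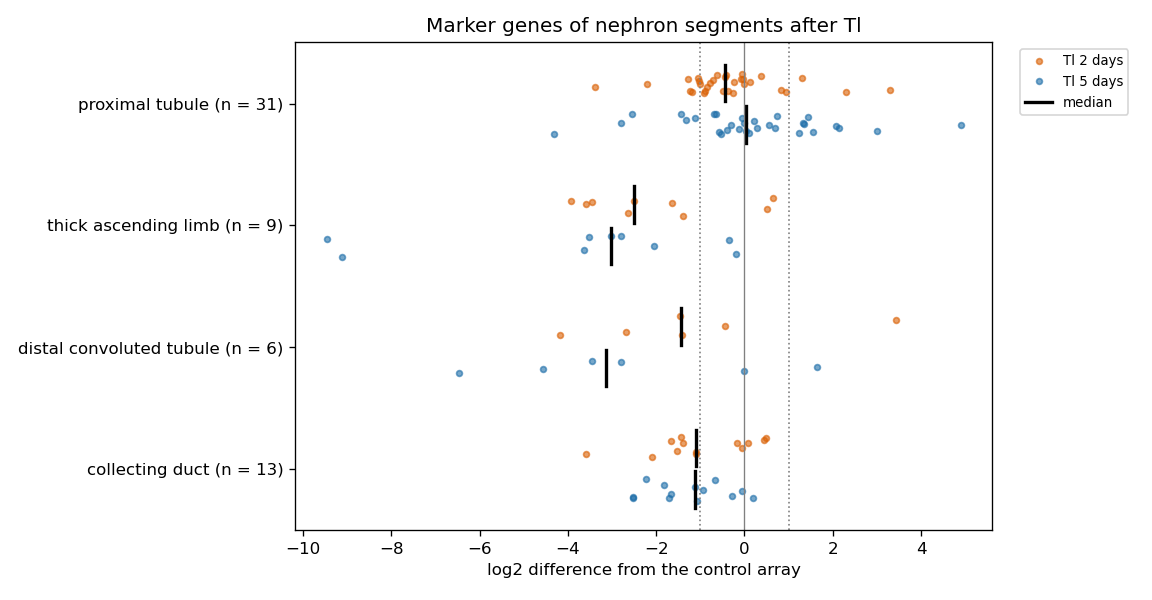
Log2 difference from the control array (x axis) of each marker gene of 4 nephron segments, with 1 point per gene, orange for the Tl 2 days array and blue for the Tl 5 days array, and the list's median as a black bar. The dotted lines mark the 2-fold limit. Umod and Egf in the Tl 5 days group lie farthest to the left, beyond the other genes of the thick ascending limb.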

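Of 79 genes of cytoplasmic ribosomal proteins, 68 were measured. In the Tl 2 days group, 34 of them were over 2-fold higher than in the control group and 0 were over 2-fold lower. Their median log2 difference was 1.00, with quartiles at 0.71 and 1.27. In the Tl 5 days group, 59 were over 2-fold higher, 0 were over 2-fold lower and the median was 1.48. At both times this median lay above the medians of all 10000 random lists of the same size and of matched signal, whose central 95% ended at 0.16 in the Tl 2 days group. Each of the 68 genes was higher in both Tl groups, also after quantile normalization. The smallest differences were 0.31 in the Tl 2 days group and 0.37 in the Tl 5 days group. Centring of the arrays moved the differences by only -0.12 and -0.05, so it could not change a sign. Both comparisons used the same single control array, so the 2 results are not independent. The differences in the 2 groups were 1.90 and 2.40 for Rps16, 1.48 and 2.39 for Rpl22, and 1.39 and 2.36 for Rps20. Of 66 genes of mitochondrial ribosomal proteins, 0 were over 2-fold higher in the Tl 2 days group, and only Mrpl52 was in the Tl 5 days group, at 1.38. Listing the categories by significance with the numbers of genes upregulated and downregulated more than 2-fold (Table 1), the paper states that ribosome biogenesis was the category most influenced by Tl.

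**Figure D2:**
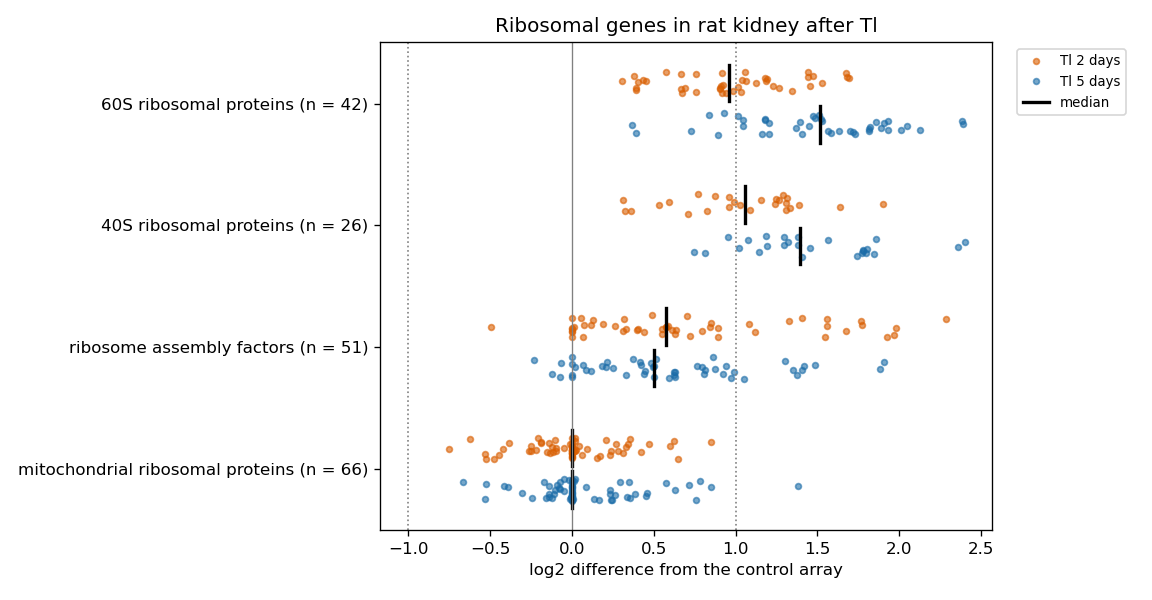
Log2 difference from the control array (x axis) of each gene of 4 lists, with 1 point per gene, orange for the Tl 2 days array and blue for the Tl 5 days array, and the list's median as a black bar. The dotted lines mark the 2-fold limit. All ribosomal proteins of the 60S and 40S subunits lie to the right of 0 at both times, whereas the mitochondrial ribosomal proteins lie on both sides of it.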

**Fig 1:**
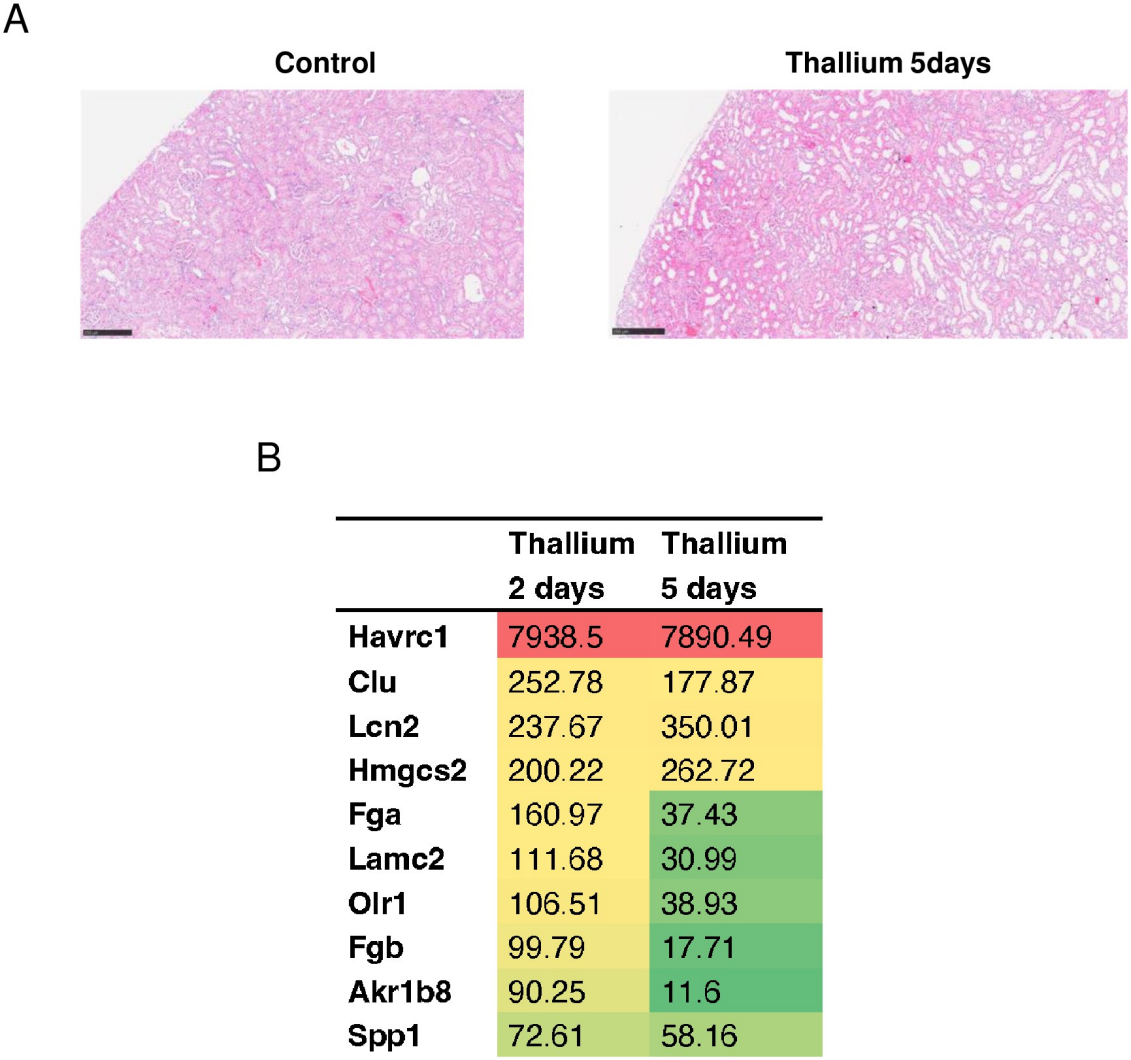
Tl damages rat kidney. Rats were administrated a single dose of double distilled water or 30 mg/kg Tl. Five days after the administration of Tl or double distilled water (Control), kidneys were excised and subjected to H&E stain (A). Bar, 250 μm. Total RNA was also extracted from the kidneys of rats (Tl 2 days) and subjected to DNA microarray analysis (B). TOP10 genes most induced by Tl (2 days) and fold increases relative to control group are shown.

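Below Clu and Lcn2, the genes with the largest positive differences in the Tl 2 days group were Fga at 200.2-fold, Olr1 at 112-fold, Fgb at 107-fold, Akr1b8 at 99.8-fold and Spp1 at 90.2-fold. Serpina3n at 72.6-fold and Adamts1 at 64.0-fold completed the 10 highest, Havcr1 included, among the genes named here. The control values of Akr1b8 (4.95), Fgb (5.22), Olr1 (5.90) and Serpina3n (6.10) on the log2 scale were below the 95th percentile of the ERCC probe sets (6.83). The largest negative differences in the Tl 2 days group were those of Cacng5 (-6.59), Ppp1r1a (-5.62), Rgn (-5.40), Lrrc66 (-5.21) and Dnase1 (-5.15) on the log2 scale. Kcnj10, a potassium channel, had log2 values of 9.19 in the control group and 4.71 in the Tl 2 days group. The latter value and that of Lrrc66 (4.81) are below it too. The control values of Fga (8.11) and Adamts1 (9.23) and the Tl 2 days values of Cacng5 (7.83), Ppp1r1a (7.05) and Dnase1 (8.20) are above it but below the highest ERCC value (9.28), so the size of all these folds and differences is uncertain.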

**Table 1:** TOP10 categories most influenced by Tl in the kidney of rats.

2 days after Tl administration			
Categories	Significance	Up	Down
Cytoplasmic ribosomal proteins	12.12	34	0
Cell cycle	11.36	31	2
G1 to S cell cycle control	11.27	26	2
Spinal cord injury	6.37	21	7
DNA replication	6.29	16	0
Adipogenesis	4.61	16	13
Focal adhesion	4.13	30	7
TGF-beta signaling pathway	3.49	10	4
Alpha 6 beta 4 integrin signaling pathway	3.32	14	2
Senescence and autophagy	3.17	17	5

Up: number of the genes upregulated more than 2-fold

Down: number of the genes downregulated more than 2-fold

### Upregulation of a ribosomal protein and activation of a translation initiation factor in kidneys from rats administered Tl

As shown in Fig 2A, the Tl-induced increase in Havcr1 was confirmed by qPCR. To confirm the increase in ribosomal proteins, immunoblot analysis of ribosomal protein S3 (RPS3), which is a subunit of the 40S ribosome and commonly used as a ribosomal marker [23, 38], was performed. As shown in Fig 2B, the levels of RPS3 were increased in the Tl groups as compared to the control group. IHC analysis of RPS3 further confirmed that the number of ribosomes in the Tl groups was increased as compared to the control group (Fig 2C). To evaluate whether the increased expression of ribosomal genes observed in Tl-administered rat kidney was accompanied by an increase in protein synthesis, we evaluated the phosphorylation status of eukaryotic translation initiation factor 2α (eIF2α); eIF2α is required for translation initiation and the activity of eIF2α has been shown to be suppressed by phosphorylation on ser-51 [39, 40]. As shown in Fig 2D, the levels of ser-51 phosphorylated eIF2α were decreased in the Tl groups as compared to the control group. These results show that Tl increases ribosomal gene expression, which should be followed by increased protein synthesis.

**Fig 2:**
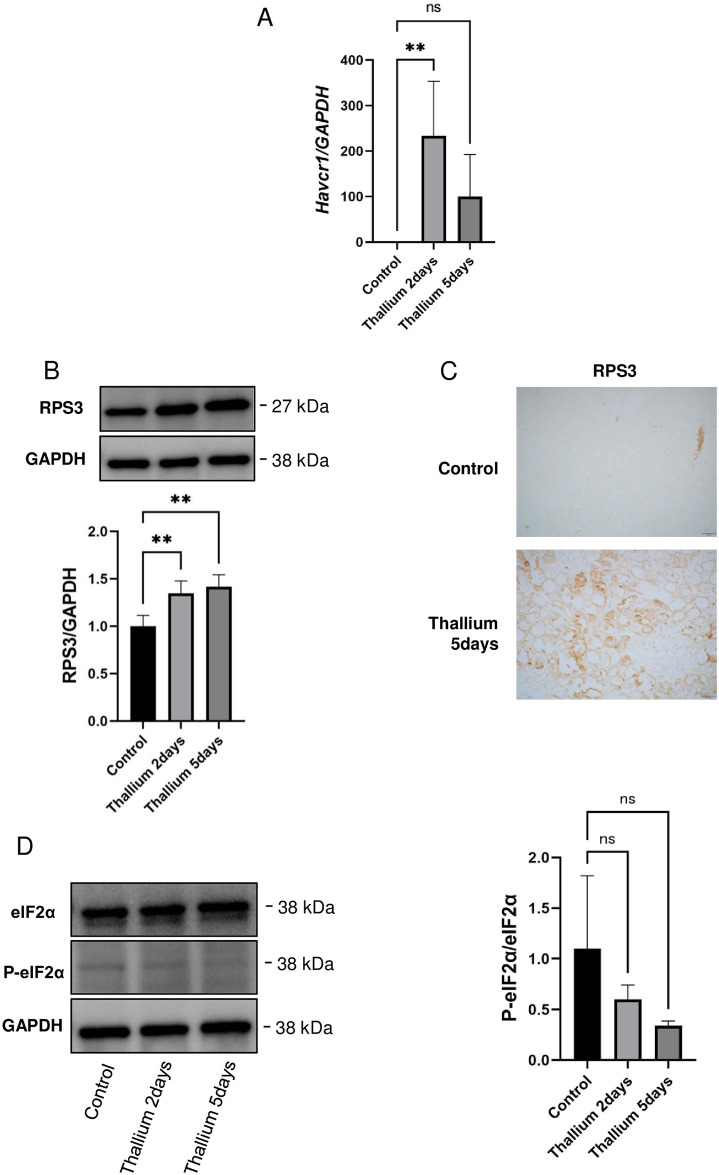
Increased biogenesis of ribosomes in the kidneys from rats administered Tl. Rats were administrated a single dose of double distilled water or 30 mg/kg Tl. Two or 5 days after the administration of Tl or double distilled water (Control), kidneys were excised and subjected to the analysis. (A) qPCR analysis of *Havcr1* gene expression. (B) Immunoblot analysis of RPS3. GAPDH served as an internal standard. (C) IHC analysis of RPS3. (D) Immunoblot analysis of total and ser-51 phosphorylated eIF2α (eIF2α and p-eIF2α). GAPDH served as an internal standard. Graphs show mean and S.D. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group.). Two samples from Tl 5 days group were excluded due to technical errors. In each graph, the mean value of the control group was set to 1. *, p<0.05, **, p<0.01 versus control by Dunnett’s post hoc test.

### Identification of MDH2 as a protein whose expression is severely decreased by Tl

We further applied MALDI-TOF-MS analysis as a method of proteomics to identify differentially expressed proteins before and after Tl treatment. CBB staining of kidney lysates revealed that a protein with a molecular mass of approximately 35 kDa was decreased by Tl treatment (Fig 3A). MALDI-TOF-MS analysis identified this protein as malate dehydrogenase 2 (MDH2), an enzyme involved in the TCA cycle within mitochondria [41]. Immunoblot analysis confirmed the decrease of MDH2 in response to Tl treatment (Fig 3B). Interestingly, qPCR analysis also confirmed the decrease in MDH2, suggesting that the decrease occurred at the transcriptional level (Fig 3C).

**Fig 3:**
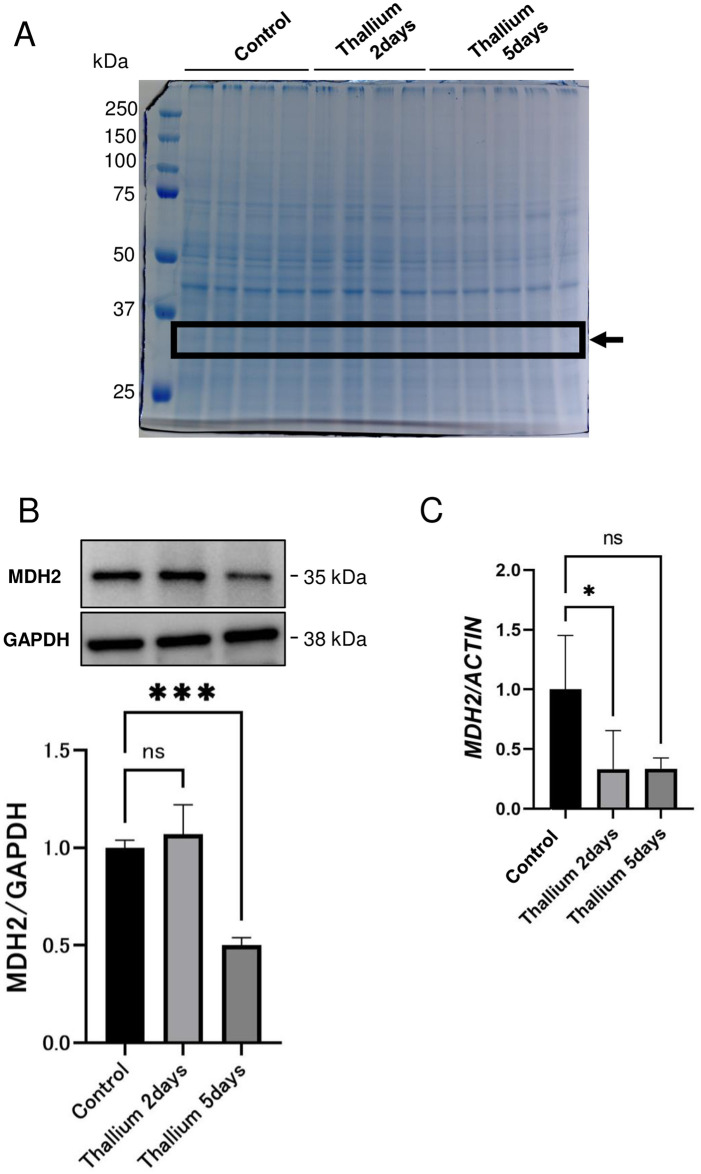
Identification of MDH2 as a protein whose expression is regulated by Tl. Rats were administrated a single dose of double distilled water or 30 mg/kg Tl. 2 or 5 days after the administration of Tl or double distilled water (Cont.), kidneys were excised and subjected to the analysis. (A) CBB stained gel of kidney lysates. The band marked with an arrow was excised from the gel and identified as MDH2 by MALDI-TOF-MS. (B) Immunoblot analysis of MDH2. GAPDH served as an internal control. (C) qPCR analysis of *MDH2* gene expression. Actin served as an internal control. Graphs show mean and S.D. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group). Two samples from Tl 5 days group were excluded due to technical errors. In each graph, the mean value of the control group was set to 1. *, p<0.05, ***, p<0.001 versus control by Dunnett’s post hoc test.

### Decreased mitochondrial biogenesis in kidneys from rats administered Tl

We further examined whether the Tl-induced decrease in MDH2 is specific to this protein or not. Immunoblot analysis showed that all other TCA cycle enzymes examined [citrate synthase, isocitrate dehydrogenase 2 (IDH2), succinate dehydrogenase complex flavoprotein subunit A (SDHA), fumarase] were decreased after Tl treatment (Fig 4A). qPCR analysis also confirmed the transcriptional downregulations of these four genes (Fig 4B) In addition, immunoblot analysis of OXPHOS proteins revealed that many ECT proteins were also decreased by Tl treatment (Fig 4C), suggesting that the relative abundance of mitochondria should be decreased by Tl treatment. These results revealed that, instead of the increased synthesis of ribosomal proteins, mitochondrial biogenesis was decreased by Tl treatment.

**Fig 4:**
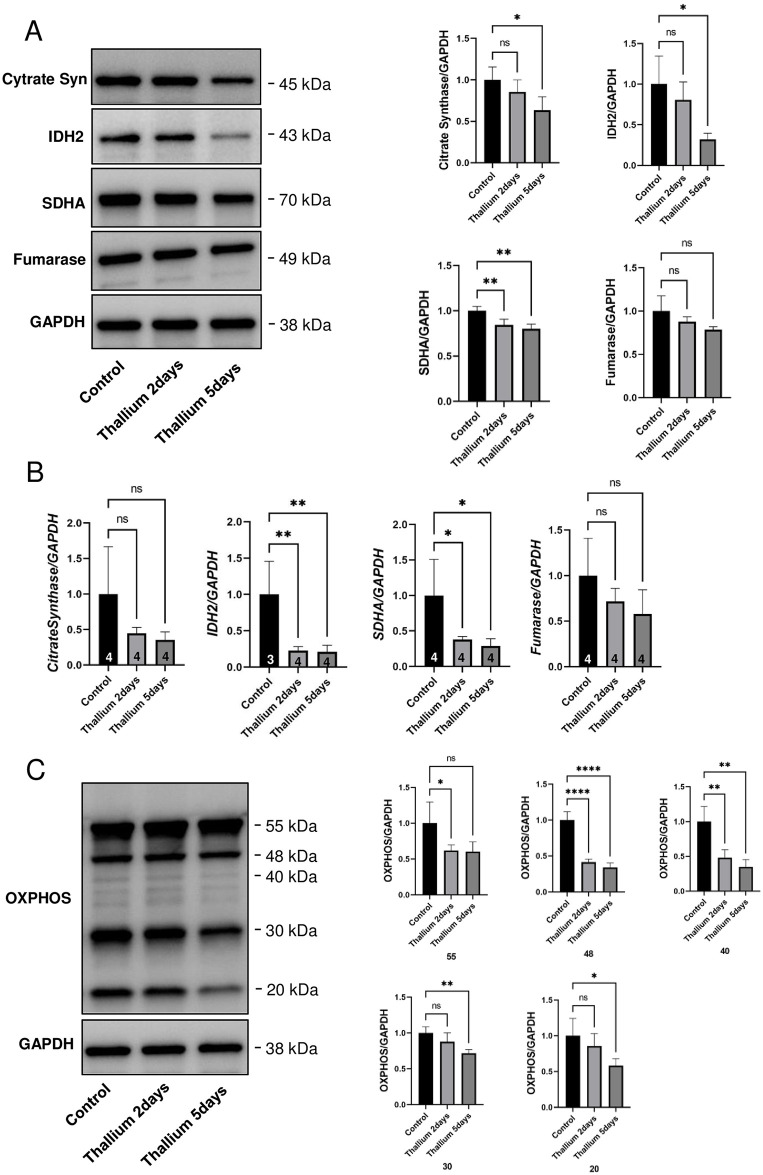
Decreased expression of TCA cycle and ETC enzymes in kidneys from rats administered Tl. Rats were administrated a single dose of double distilled water or 30 mg/kg Tl. 2 or 5 days after the administration of Tl or double distilled water (Cont.), kidneys were excised and subjected to the analysis. (A) Immunoblot analysis of TCA cycle enzyme gene expression. GAPDH served as an internal control. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group). Graphs show mean and S.D. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group). Two samples from Tl 5 days group were excluded due to technical errors. (B) qPCR analysis of TCA cycle enzyme gene expression. GAPDH served as an internal control. Numbers in the bars indicate sample size. Several samples were excluded due to technical errors. (C) Immunoblot analysis of OXPHOX proteins (55, CV-ATP5A-55kDa; 48, CIII-UQCRC2-48 kDa; 40, CIV-MTCO1-40 kDa; 30, CII-SDHB-30 kDa; 20, CI-NDUFB8-20 kDa). GAPDH served as an internal control. Graphs show mean and S.D. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group). Two samples from Tl 5 days group were excluded due to technical errors. In each graph, the mean value of the control group was set to 1. *, p<0.05, **, p<0.01, ****, p<0.0001 versus control by Dunnett’s post hoc test.

### EM analysis of kidneys from rats administered Tl

To further confirm the differential effects of Tl on ribosomal and mitochondrial biosynthesis, transmission EM analysis was conducted. As shown in Fig 5, there were numerous opaque mitochondria, which seemed to be electron-dense due to their dysfunction, in the Tl group. Furthermore, a higher relative abundance of rough endoplasmic reticulum (ER) was observed in the Tl group as compared to the control group (Fig 5). These results confirm our finding that Tl increases synthesis of ribosomal genes/proteins (Fig 2) while it decreases mitochondrial biosynthesis/regeneration (Fig 4).

**Fig 5:**
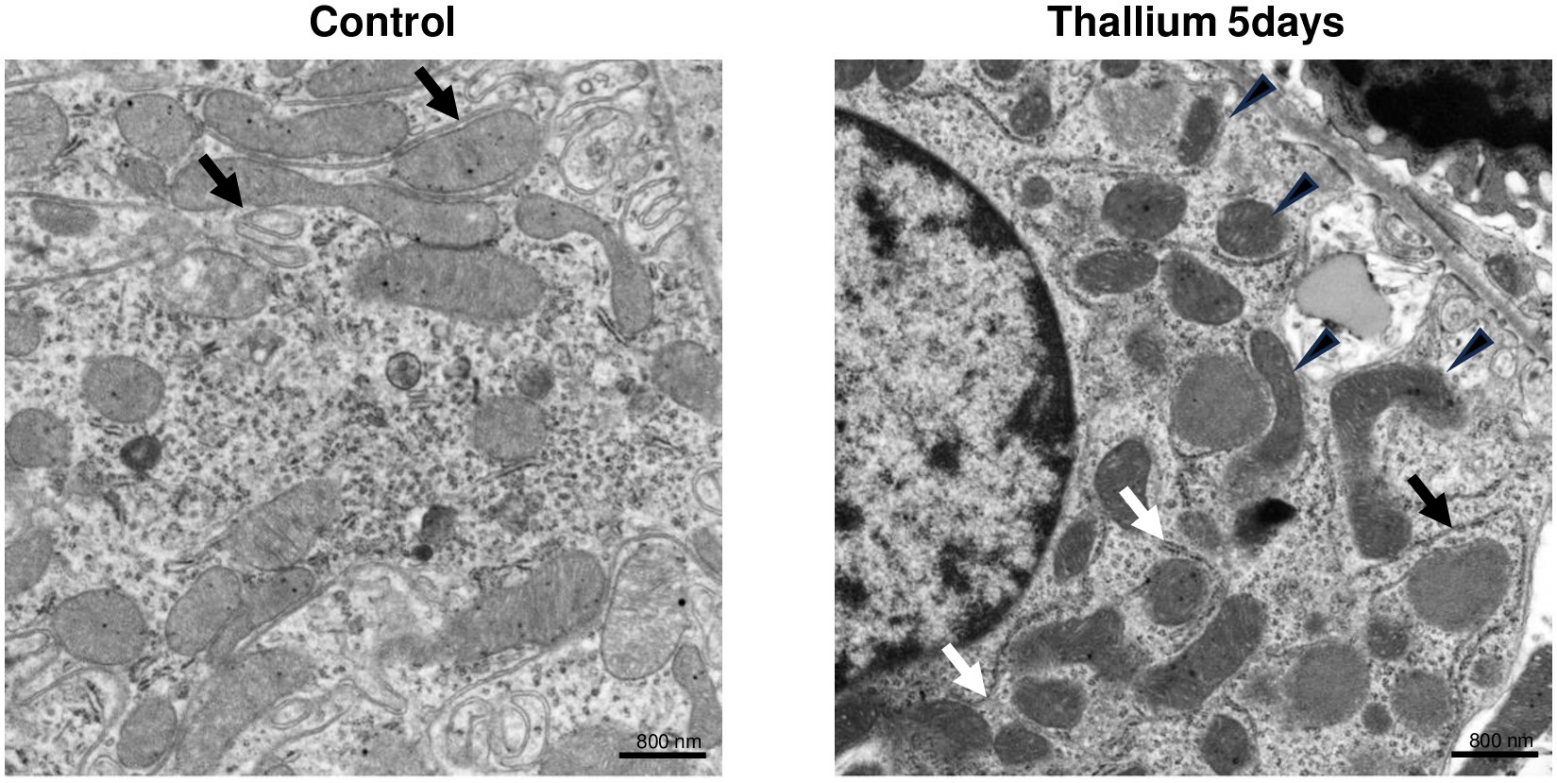
Electron microscopic analysis of kidneys from rats administered Tl. Rats were administrated a single dose of double distilled water or 30 mg/kg Tl. 2 or 5 days after the administration of Tl or double distilled water (Cont.), kidneys were excised and subjected to the analysis. Transmission electron microscopic images of kidneys. Magnification, x10,000. Black and white arrows indicate smooth and rough ER, respectively. Arrowheads indicate electron-dense mitochondrion.

### Increased levels of Myc do not lead to the activation of the NRF1/TFAM pathway of mitochondrial biogenesis in the kidneys from rats administered Tl

There are several transcription factors reported to be involved in the biosynthesis of these organelles. Among them, we focused on Myc, since our transcriptome analysis indicated a massive increase in Myc gene expression in response to Tl (25.32 and 20.13-fold increases 2 and 5 days after Tl administration, respectively). 

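Myc had a log2 value of 6.42 in the control group, below the median of the genes on that array (6.89). It was 11.07 in the Tl 2 days group and 10.74 in the Tl 5 days group. The differences of 4.66 and 4.33 correspond to 25.2-fold and 20.1-fold, but the control value lies below the 95th percentile of the ERCC probe sets, so the size of these folds rests on a dim signal. Among the other measured genes of Myc and its partners, Mxi1 was lower by more than 2-fold in both Tl groups, with differences of -2.24 and -1.66. Max, the dimerization partner of Myc, differed by 0.14 and 0.37.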

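Pcna had log2 values of 10.61, 12.76 and 10.61 in the control, Tl 2 days and Tl 5 days groups, 4.43-fold and 1.01-fold relative to the control group, where the latter was 0.961-fold after quantile normalization and 0.968-fold after centring of the arrays. Of 47 genes of DNA replication, 45 were measured, and 26 of them were over 2-fold higher in the Tl 2 days group against 1 in the Tl 5 days group. The median log2 difference of this list was 1.19 in the Tl 2 days group and 0.06 in the Tl 5 days group. Rrm2 differed from the control group by 3.88 and 0.69 and Tk1 by 3.71 and 1.10. Of the 26 measured genes of mitosis, 25 were over 2-fold higher in the Tl 2 days group and 7 in the Tl 5 days group, with medians of 2.92 and 0.58. The median control value was 5.89 in the mitosis list and 6.98 in the DNA replication list, so much of both lists was dim in the control group and the size of these differences is uncertain. Ccna2 differed by 5.57 and 1.96, from a dim control value of 5.91, and Mki67 by 5.21 and 1.06. When the Tl 5 days array was compared directly with the Tl 2 days array, which leaves out the control array, the median difference was -1.04 for DNA replication and -2.34 for mitosis.

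**Figure D3:**
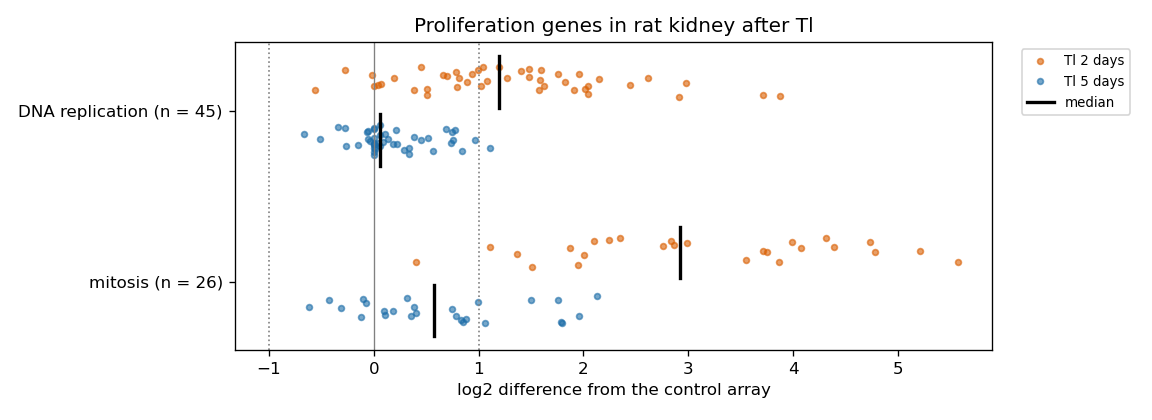
Log2 difference from the control array (x axis) of each gene of the lists of DNA replication and mitosis, with 1 point per gene, orange for the Tl 2 days array and blue for the Tl 5 days array, and the list's median as a black bar. The dotted lines mark the 2-fold limit. The medians for mitosis lie at 2.92 and 0.58.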

We checked Myc gene expression via qPCR analysis and confirmed that Myc expression was indeed increased in the Tl groups (Fig 6A), which was further confirmed by immunoblot analysis (Fig 6B) Furthermore, our transcriptome analysis also indicated that Tl transiently increased the expression of proliferating cell nuclear antigen (PCNA), a marker of proliferating cells [42] (4.44 and 1-fold increases 2 and 5 days after Tl administration, respectively)). We checked PCNA protein levels and confirmed the transient increase of PCNA following Tl administration (Fig 6C). Since Myc can induce apoptosis [43], we also examined caspase3 activation in kidneys from Tl-administered rats, and observed significant amounts of apoptosis in the Tl groups (Fig 6C). 

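Of 30 measured genes of G1 to S cell cycle control, 10 were over 2-fold higher and 2 lower in the Tl 2 days group, and 4 were higher and 3 lower in the Tl 5 days group. Their median log2 differences were 0.56 and 0.18. Cdkn1a, an inhibitor of cyclin-dependent kinases, differed from the control group by 2.45 and 3.64, from a control value of 4.78, and E2f1 by 2.40 and 0.94, from a control value of 3.25. These control values are in the range of the ERCC probe sets, so the size of both differences rests on dim signals. Of 20 measured target genes of p53, 3 were over 2-fold higher in the Tl 2 days group and 7 in the Tl 5 days group, with medians of 0.29 and 0.62. In each Tl group 1 was over 2-fold lower, Rrm2b at -1.58 and -1.21, a gene named after its values were seen. Ccng1 differed by 0.73 and 1.87 and Sesn2 by -0.26 and 1.80. The 23 measured genes of caspases and apoptosis regulators had medians of 0.37 and 0.46, with 3 and 4 genes over 2-fold higher. That list also holds inhibitors of apoptosis, and Birc3 and Mcl1, which are such inhibitors, were among the genes over 2-fold higher at both times. Birc3 differed by 1.96 and 2.46, from a dim control value of 3.75, Mcl1 by 1.18 and 1.49, and Casp12 by 1.90 and 2.11.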

Taken together, the Tl-induced increase in Myc should lead to increased expression of ribosomal genes and the proliferation of kidney cells, which might indicate cellular regeneration to compensate for apoptotic cell loss. Indeed, it has been demonstrated that several types of kidney cells still have the capacity to proliferate [44]. We finally examined the levels of nuclear respiratory factor 1 (NRF1) and mitochondrial transcription factor A (TFAM), both of which play important roles in the biogenesis of mitochondria with NRF1 having been shown to be a direct target of Myc [19]. As shown in Fig 6D, both NRF1 and TFAM were decreased in the kidneys from rats administered Tl. These results coincide well with the observation that Tl decreases the relative abundance of mitochondrial proteins (Fig 4). The result also raises the possibility that Myc activation may not be transmitted to NRF1/TFAM, in contrast to the observation that both cell proliferation and expression of ribosomal genes are properly activated in response to Myc activation.

**Fig 6:**
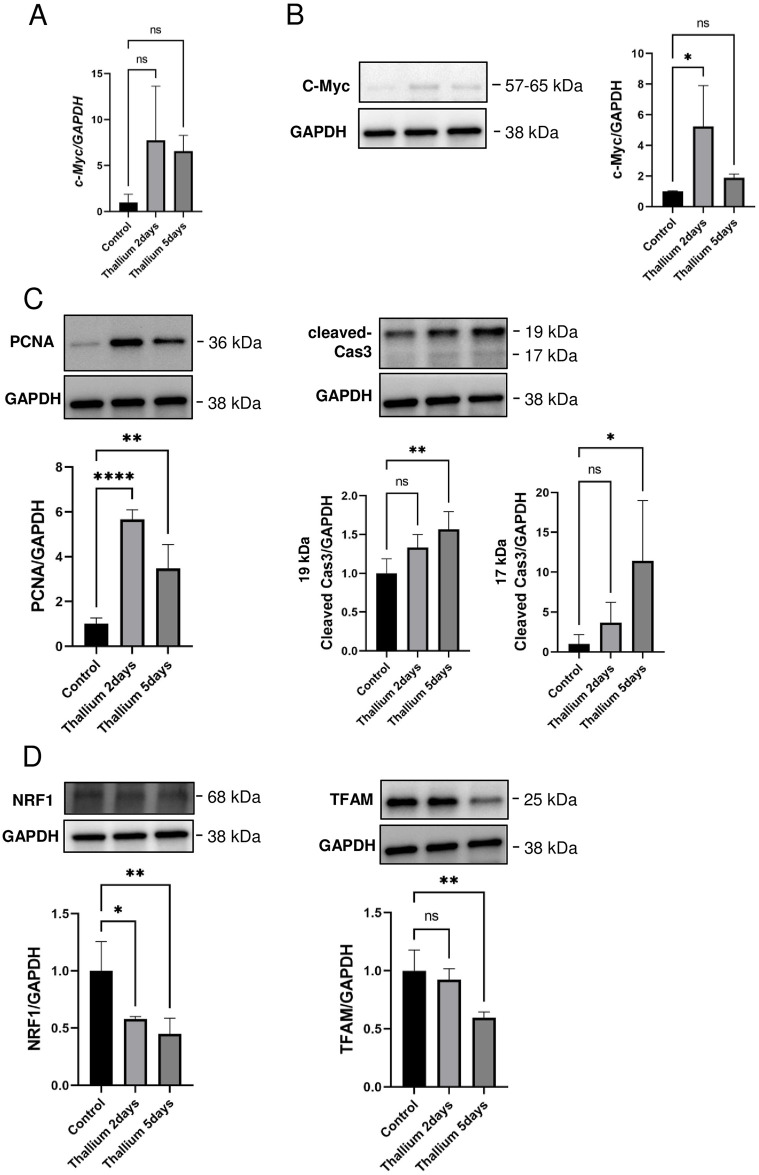
Respective increase and decrease in Myc and NRF1/TFAM in kidneys from rats administered Tl. Rats were administered a single dose of double distilled water or 30 mg/kg Tl. 2 or 5 days after the administration of Tl or double distilled water (Cont.), kidneys were excised and subjected to the analysis. (A) qPCR analysis of Myc gene expression. GAPDH served as an internal control. (B-D) Immunoblot analysis of c-Myc (B), PCNA (C), cleaved-caspase 3 (C), and NRF1/TFAM (D) protein levels. GAPDH served as an internal control. Graphs show mean and S.D. (n = 4 in control and Tl 2 days groups and n = 3 in Tl 5 days group). Two samples from Tl 5 days group were excluded due to technical errors. In each graph, the mean value of the control group was set to 1. **, p<0.01, ****, p<0.0001 versus control by Dunnett’s post hoc test.

## Discussion

Although Tl elicits various cellular injuries such as DNA damage [1] and ER stress [45], acute Tl toxicity on multiple organs is generally considered derived from oxidative stress. For example, it has been demonstrated that acute Tl toxicity on multiple organs in rats can be attenuated by not only metal-binding metallothionein but also Prussian blue, an anti-oxidative reagent [46–48]. In addition to these studies examining the mechanism of Tl toxicity in animal models, recent research about Tl toxicity on human has shown that kidney is an important target organ of Tl poisoning. For example, it has been shown that low concentrations of Tl can induce early damage to kidney, liver, and myocardium in children [17, 49]. This study should suggest that kidney is one of the earliest target organs of Tl toxicity both in human and rats. Rayisyan et al. examined a total of 39 patients suffering from severe Tl poisoning and showed that in addition to standard therapy against Tl poisoning such as Prussian blue, potassium-iron hexacyanoferrate and an iron chelator Deferasirox showed additive effects on the recovery from liver and kidney injuries caused by Tl [50]. Our current results demonstrating a dissociation between ribosomal and mitochondrial responses to Tl might suggest a novel mechanism of Tl cytotoxicity as well as provide more clues to possible therapy against Tl poisoning.

In contrast to our current results, it has been demonstrated that Tl inactivates ribosomal function both in vitro and in vivo [21, 22]. Detailed analysis using HEK293 human embryonic kidney cells by Chou et al. demonstrated that Tl reduced specifically the amounts of 60S ribosome [22]. They also showed that the phenomenon observed was not due to increased degradation of 60S ribosome but to the suppression of the biosynthesis of 60S ribosome [22]. They also showed a decrease in the levels of RPS3 in response to Tl administration [22]. 

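The arrays measured transcripts of kidney tissue, whereas that report concerns amounts of ribosomes and RPS3 in HEK293 cells, so the measures are not the same. Transcripts of the 42 measured ribosomal protein genes of the 60S subunit had a median log2 difference from the control group of 0.96 in the Tl 2 days group and 1.52 in the Tl 5 days group. Of these genes, 20 and 36 were over 2-fold higher. For the 26 measured genes of the 40S subunit the medians were 1.06 and 1.40, with 14 and 23 genes over 2-fold higher. Rps3 differed by 1.27 and 1.84. Rpl24 of the 60S subunit differed by 0.90 and 2.13 and Rpl15 by 1.68 and 2.05. Of 60 ribosome assembly factors, 51 were measured, with medians of 0.58 and 0.50, and 14 and 9 of them were over 2-fold higher. Nop58 differed by 2.28 and 1.42, Ftsj3 by 1.98 and 1.38, and Mybbp1a by 1.97 and 1.48. The 30 measured translation initiation factors had medians of 0.47 and 0.52, and Eif4a1 differed by 1.87 and 1.67.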

Totally opposite to the results of that report, we observed increased expression of genes for ribosomal biogenesis (Table 1). Indeed, we observed increased levels of RPS3 in response to Tl administration both with immunoblot and IHC analysis (Fig 2). Furthermore, an increased abundance of ribosomes should be connected to an increase in protein synthesis, as eIF2 was found to be activated by Tl (Fig 2). Currently, we have no logical way to explain the discrepancy between our results and those of Chou et al. [22]. Since ribosomal impairment is often followed by their regeneration achieved by increased ribosome biogenesis, there might be possible that our current results represent the regeneration phase of ribosome homeostasis during Tl administration. Nevertheless, this is the first report to the best of our knowledge, demonstrating that Tl can increase ribosomal gene expression, at least in some experimental settings.

Our another result that mitochondrial biogenesis should be decreased in response to Tl administration coincides well with the fact that Tl inhibits mitochondrial functions. It has been reported that Tl impairs mitochondria by inhibiting mitochondrial Na^+^/Ka^+^-ATPase and ETC enzymes harboring sulfhydryl resides essential for enzymatic function but that can be a target of Tl binding. In addition to these reports, our results provide evidence of not only mitochondrial dysfunction (Fig 5) but also the impairment of mitochondrial biogenesis (Figs 4 and 6). Indeed, we demonstrated decreases in both TCA cycle and ETC enzymes, which should be the results of transcriptional suppression rather than degradation. In accordance with the suppression of transcription, we also observed decreased levels of TFAM and NRF1, confirming that mitochondrial biogenesis should decrease in response to Tl in our experimental setting. These observations might be surprising since ribosomal and mitochondrial biogenesis should occur simultaneously due to the fact that ribosomes are highly energy-consuming organelles and, therefore, require healthy mitochondria to provide cellular energy such as in the form of ATP. In accordance with the fact that ribosomal and mitochondrial biogenesis should occur in parallel, we observed Myc activation (Fig 6). Myc is a transcriptional factor involved in the biogenesis of both these organelles. However, we did not observe any corresponding activation of NRF1/TFAM, target genes of Myc. Lin et al. showed that HIF1α signaling suppresses the Myc-TFAM axis [51]. Thus, therapeutic intervention, such as by the suppression of HIF1α, might be able to correct the failure of Myc signaling to mitochondrial biogenesis. Further study might lead to ways to achieve the simultaneous occurrence of mitochondrial and ribosomal biogenesis, which should strongly enhance the possibility of kidney cell recovery from Tl toxicity.

## Supporting information

S1 File

# Supplementary material for: Dissociation of mitochondrial and ribosomal biogenesis during thallium administration in rat kidney
**Source:** PLoS One. 2024 Dec 4;19(12):e0311884. doi: 10.1371/journal.pone.0311884
**Supplement:** S1 File

## Slide 1

S2 Table. Antibodies used in this study
| Protein | Source | Host | Identifier |
| --- | --- | --- | --- |
| RSP3 | Cell Signaling Technology | Rabbit | #2579 |
| GAPDH | Millipore | Mouse | MAB374 |
| eIF2a | Cell Signaling Technology | Rabbit | #9722 |
| Phospho-eIF2a (Ser51) | Cell Signaling Technology | Rabbit | #9721 |
| MDH2 | Cell Signaling Technology | Rabbit | #8610 |
| Citrate synthase | Cell Signaling Technology | Rabbit | #14309 |
| IDH2 | Cell Signaling Technology | Rabbit | #56439 |
| SDHA | Cell Signaling Technology | Rabbit | #11998 |
| Fumarase | Cell Signaling Technology | Rabbit | #4567 |
| OXPHOS | abcam | Mouse | ab110413 |
| OXPHOX CI subunit NDUFB8 | abcam | Mouse | ab110242 |
| OXPHOX CII subunit SDHB | abcam | Mouse | ab14714 |
| OXPHOX CIII subunit UQCRC2 | abcam | Mouse | ab14745 |
| OXPHOX CIV subunit MTCO1 | abcam | Mouse | ab14705 |
| OXPHOX CV subunit ATP5A | abcam | Mouse | ab14748 |
| c-Myc | Cell Signaling Technology | Rabbit | #5605 |
| PCNA | Cell Signaling Technology | Rabbit | #13110 |
| Cleaved-caspase3 | Cell Signaling Technology | Rabbit | #9661 |
| NRF1 | Santa Cruz | Rabbit | sc-33771 |
| TFAM | Santa Cruz | Goat | sc-23588 |
| Rabbit IgG (H+L), HRP Conjugate | Promega | Goat | W4011 |
| Mouse IgG (H+L), HRP Conjugate | Promega | Goat | W4021 |
| Goat IgG, HRP Conjugate | Promega | Donkey | V8051 |

# Supplementary material for: Dissociation of mitochondrial and ribosomal biogenesis during thallium administration in rat kidney
**Source:** PLoS One. 2024 Dec 4;19(12):e0311884. doi: 10.1371/journal.pone.0311884
**Supplement:** S1 File

## Slide 1

S1 Table. Primers used in this study
| Gene | Forward | Reverse |
| --- | --- | --- |
| Havcr1 | CACGGCTAACCAGAGTGACTT | CACCACCCCCTTCACTACTTC |
| GAPDH | GGTCTCTGCTCCTCCCTGT | TGCCGTTGAACTTGCCGTGGG |
| Actin | CACCCGCGAGTACAACCTTCTTG | CCTCTCTTGCTCTGGGCCTCGT |
| MDH2 | TCGGTGTGACAACCCTTGAC | ACCTTGGGGGTACACTGAGA |
| Citrate synthase | CTGCAGCTCTCTCTCTCCGA | AGGACGAGGCAGGATGAGTT |
| IDH2 | GGATGGCGATGAGATGACCC | TGGTCATTGGTCTGGTCACG |
| SDHA | GACGGGCCACTCACTCTTAC | CACAGTGCAATGACACCACG |
| Fumarase | AGGACGCTGTCCCTCTTACT | AGCAGCGAGCTCGTAGATTC |
| c-Myc | TGAAAAGAGCTCCTCGCGTT | AAATAGGGCTGCACCGAGTC |

# Supplementary material for: Dissociation of mitochondrial and ribosomal biogenesis during thallium administration in rat kidney
**Source:** PLoS One. 2024 Dec 4;19(12):e0311884. doi: 10.1371/journal.pone.0311884
**Supplement:** S1 File

## Slide 1

S1 Fig.
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
Control
Control
Control
Control
kDa
kDa
75
75
50
50
37
37
25
25
20
RPS3
eIF2α
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
kDa
Control
Control
Control
Control
kDa
75
75
50
50
37
37
25
P-eIF2α
GAPDH
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
75
50
37
GAPDH

## Slide 2

S1 Fig.
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
75
50
37
25
20
MDH2
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
50
37
GAPDH

## Slide 3

S1 Fig.
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
kDa
Control
Control
Control
Control
kDa
75
100
75
50
37
50
37
25
20
Citrate Syn
OXPHOS(20-55)
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
100
Control
kDa
75
50
37
50
37
GAPDH
IDH2
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
100
75
50
SDHA
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
75
50
37
Fumarase
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
kDa
Control
Control
Control
50
37
GAPDH

## Slide 4

S1 Fig.
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
kDa
Control
Control
Control
Control
kDa
100
150
75
100
50
75
NRF1
50
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
c-Myc
Control
kDa
50
37
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
GAPDH
50
37
GAPDH
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
kDa
Control
50
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
37
Control
Control
Control
kDa
Control
75
25
20
50
15
37
TFAM
25
20
PCNA
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
50
Thallium 5days
Thallium 2days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
37
Control
Control
Control
kDa
GAPDH
50
37
GAPDH
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
kDa
Control
25
20
15
cleaved-Cas3
Thallium 2days
Thallium 5days
Thallium 2days
Thallium 5days
Thallium 5days
Thallium 2days
Thallium 2days
Control
Control
Control
Control
kDa
50
37
GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

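Total RNA of rat kidney from 3 conditions (control, Tl 2 days and Tl 5 days) was measured on 3 Clariom S rat arrays, 1 per condition. The labels of the samples conflict with the paper in the tissue, the dose and the schedule, and the samples were assigned by their titles and the paper. Whether an array held the RNA of 1 rat or of several is not stated in the paper's text. The deposited values are log2 signals, 1 per probe set and array, as processed by the authors. The paper states that Transcriptome Analysis Console was used to analyse the results, and its text names neither the version nor the summarization and normalization behind the deposited values. The base of the logarithm was read from the folds in Fig 1B and in the paper's text, which are close to 2 raised to the difference between columns.

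The table held 24834 probe sets. Through the platform's annotation, 15049 of them had a single gene symbol, 0 had several and 9785 were not named here. The gene IDs of all 15049 were found in the reference annotation of the rat genome, under the same symbols. Probe sets of the same gene were averaged on the log2 scale (10 genes), which left 15037 genes. Genes without a named probe set, among them those of the mitochondrial genome, are not reported here.

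The measures computed were the difference of log2 values between arrays, the number of genes past a 2-fold limit (the limit of Table 1), and the median difference of a gene list. With 1 array per condition there is no replicate check, no p-value was computed, and the number of arrays limits the precision of each value. As a description of these arrays only, the median of a list was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean log2 value. This procedure was tested on simulated arrays of the 15037 genes for the comparison of Tl 2 days with control, with noise of SD 0.3 and 20 lists per shift. Of 20 unshifted lists 1 lay above the central 95% of the random lists, and of 20 lists shifted by 0.25 on the log2 scale 20 did. The simulated noise was independent between genes and smaller than the SD of the negative control probe sets in this comparison (0.86). Genes of a list can also move together, so these rates need not hold for the arrays. The arrays correlated at 0.977 (control and Tl 2 days), 0.977 (control and Tl 5 days) and 0.988 (both Tl groups) across probe sets, which are not independent replicates. Exactly equal values on both arrays occurred for 19.8% of the genes in the comparison of Tl 2 days with control, 20.2% for Tl 5 days with control and 23.2% between the Tl groups. Signal over background was judged from the 63 ERCC probe sets. On the control array they had a median log2 value of 4.02, a 95th percentile of 6.83 and a highest value of 9.28. The Tl arrays gave the same values, and the ERCC differences from control had SDs of only 0.03 and 0.06. The ERCC probe sets thus give a fixed level, not a background measured on each array. The 1153 negative control probe sets had a higher control median of 6.56, close to that of the genes (6.89). Among the 9 of them that passed the 2-fold limit in opposite directions in the Tl groups, control values reached 10.92. Genes not called dim here can thus also lie in their range.

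The 43 gene lists, the comparisons, the rule for the genes named and the alternatives were set before the data were examined, when the values in Fig 1B, Table 1 and the text of the paper had been seen. The 60S and 40S lists together form the list of cytoplasmic ribosomal proteins. The genes named are those the paper names, the 10 with the largest positive and the 10 with the largest negative difference in each comparison with control among genes above the median signal of the array with the higher value, and up to 4 members of each list with the largest absolute difference, with members a list is known for. The alternatives were quantile normalization, centring of each array on the median of its genes, a floor at the 20th percentile, a filter at the 40th percentile, the probe set with the highest mean for genes with several, fold limits of 1.5 and 3, random lists matched on the control array, and ribosomal proteins away from saturation. Values relative to Gapdh were added after the data had been seen. The tolerances used to compare settings were also chosen after the values were available: 1.5-fold for a difference or a count and 2.5 points for a percentile. The qPCR values of the paper were read from its S3 Table. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.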

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

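Of the tests in this part, the one against signal level was chosen after the result was seen. The tests of PPARalpha and glucocorticoid receptor targets were fixed before the values of those genes were looked at, but after the pattern itself had been seen.

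The 24 measured genes of fatty acid oxidation drew attention because their median log2 difference from the control group was negative in the Tl 2 days group (-0.31) and positive in the Tl 5 days group (0.76). The difference between the groups was not tested, since each has 1 array. The list's median lay at percentile 0.46 of the random lists in the Tl 2 days group and above all of them in the Tl 5 days group. Compared directly, the Tl 5 days array was higher than the Tl 2 days array by a median of 1.15, with 16 of the 24 genes over 2-fold higher and 0 lower. Marker genes of the proximal tubule went the same way, with a median of 0.41 between these arrays, 9 genes over 2-fold higher and 4 lower. Cyp4a1 differed from the control group by 2.49 and 5.54, Pdk4 by -0.19 and 4.15, Eci1 by 1.62 and 4.14, and Acot1 by 0.56 and 2.92. Pdk4 was at 6.54 in the Tl 2 days group, below the 95th percentile of the ERCC probe sets, so the size of its rise is uncertain. A trend with signal level or between-array scaling is argued against, because the lower quartile of the list (0.84) lay above the central 95% of the medians of random lists of matched signal, which ended at 0.18. A response of the PPARalpha type remains a candidate explanation. The 25 measured target genes of PPARalpha outside the list had a median of 0.30 between the same arrays, above the central 95% of the random medians, which ended at 0.13, and 7 of them were over 2-fold higher. Relative to the control group these genes had medians of -0.33 in the Tl 2 days group, at percentile 0.125 of the random lists, and 0.0069 in the Tl 5 days group, where they went both ways, with 6 over 2-fold higher and 4 lower. The PPARalpha list is not independent of the pattern. It holds further enzymes of fatty acid oxidation, such as Cpt1b (1.27 between the Tl arrays) and Eci2 (0.93). Its other members went both ways between these arrays, with Pex11a at 1.63 and Gpd1 at 1.32, but Fabp1 at -0.26 and Aqp7 at -0.47. The test thus cannot tell a PPARalpha-type response from another cause that raises fatty acid oxidation. A glucocorticoid-type response stays open. The median of its 19 measured target genes was 0 between the arrays, and the members went both ways, with quartiles at -0.24 and 0.46, so it cannot be told apart from no response. The bound set in advance against this explanation was a median at or below 0, which was met, but it was a poor bound, because a median of 0 with members on both sides decides nothing; it was set aside after the value was seen. Zbtb16, Fkbp5, Tsc22d3 and G6pc1 had been seen to be higher in the Tl 5 days group and were left out of that list. A change in the amount or state of proximal tubule cells and the time since Tl was given, which the design varies, stay open and were not tested. The sample labels state daily injections, so the number of doses may differ between these arrays as well.

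Past the 2-fold limit in opposite directions were 8 of 15037 genes, and this difference between the Tl groups was not tested either. Lower in the Tl 2 days group and higher in the Tl 5 days group were 5 of them: Fmo2, G6pc1, Pbld1, Tsc22d3 and Zhx3. The opposite held for 3: Insig1, Ptprq and Serpinb9. These genes were named after their values were seen. Among the 1153 negative control probe sets, 9 did the same. Those 9 had control values from 4.64 to 10.92, and the 8 genes had control values from 7.72 (Tsc22d3) to 12.60 (Fmo2).

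Other signals lie in genes the paper does not discuss. In the Tl 2 days group Serpina3n differed from the control group by 6.18 and Adamts1 by 6.00. In the Tl 5 days group the differences were 7.84 for Vnn1, 6.67 for Tmem252, 6.53 for Cyp24a1, 5.92 for Gdf15, 5.81 for Niban1 and 5.73 for Gpnmb. Gdf15, Gpnmb and Serpina3n had control values of 3.49, 4.69 and 6.10, in the range of the ERCC probe sets. The 14 listed genes of macrophages had a median difference of 1.42 in the Tl 5 days group, with 8 over 2-fold higher and 0 lower. Mrc1 differed by 3.25, Cd14 by 2.58, Cd68 by 2.06 and Lyz2 by 2.05 in that group, of which Mrc1 and Cd14 had control values in the same range (6.25 and 4.88).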

How the results depend on the processing

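With 1 array per group no replicate was left out. No paired analysis was possible because each group has a single array, and the groups were not compared by a statistical test.

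Moving the fold limit changed the counts by construction. At 1.5-fold, 1806 genes were higher and 1611 lower in the Tl 2 days group, 1686 higher and 1499 lower in the Tl 5 days group, and 958 higher and 1154 lower between the Tl groups. At 3-fold the numbers were 402 and 258, 328 and 289, and 90 and 203. Of the cytoplasmic ribosomal proteins, 56 were higher at 1.5-fold in the Tl 2 days group, and at 3-fold 5 in the Tl 2 days group and 27 in the Tl 5 days group. The other settings kept these counts within 1.5 times. Of all 1850 alternative counts, those within lists included, 232 moved, of which 13 with centring, 8 with quantile normalization and the rest with the fold limits. Of 775 percentiles 114 moved.

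Centring each array moved the median difference of all genes by -0.12 in the Tl 2 days group and -0.05 in the Tl 5 days group. The share of higher among all calls in the Tl 2 days group then went from 56.4% to 46.4%, with 753 genes higher and 870 lower. After quantile normalization it was 53.7%. In the Tl 5 days group 52.4% of the calls were higher, but 49.3% after quantile normalization (746 higher, 768 lower) and 48.6% after centring (742 higher, 785 lower), so which direction holds more genes depends on the scaling.

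Of 646 alternative values of list medians, 639 stayed within 1.5-fold and 7 moved, all with the filter at the 40th percentile, which leaves fewer genes in a list and gave no value for neutrophils in the Tl 2 days group and spleen B cells in the Tl 5 days group. In the Tl 2 days group they were 1.503 for metallothioneins and zinc transport, 1.58 for inflammatory mediators and -0.97 for red blood cell precursors. In the Tl 5 days group they were 1.78 for metallothioneins and -4.09 for red blood cell precursors. Between the Tl groups they were -3.26 for red blood cell precursors and 1.20 for neutrophils. The percentile of the DNA replication list in the Tl 5 days group, 96.6, was 94.0 after quantile normalization and 92.8 with the filter, and the cause was not tested. Of 1962 alternative values of named genes, 1949 stayed within 1.5-fold and none past the 2-fold limit changed sign. The 13 that moved were 10 taken relative to Gapdh, a setting chosen after seeing the data, and 3 of Cd3e, Cd3g and Cxcr2 with the floor. Much of this was fixed in advance. Centring shifts every gene by the same small amount, below the tolerance, and the highest mean can alter only genes with several probe sets. Both also hold for the list medians. The filter drops genes without altering their values, and Gapdh's own differences exceed the tolerance. With the 48 ribosomal members away from saturation the medians were 0.96 and 1.40, with 23 and 40 genes over 2-fold higher. Dim signal limits the folds of genes such as Havcr1, whose control value lies among the ERCC probe sets.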

Differences from the paper's values

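The paper counts genes over 2-fold higher or lower in the categories of Table 1, whose members are not listed in the paper's text, while the counts here are over lists set before the data were examined, so the compared sets of genes are not the same. For DNA replication, the paper's number of upregulated genes in the Tl 2 days group is 16, and 26 were found here. Within 1.5 times the paper's number were quantile normalization (24), centring (23), the floor (24), the filter (24) and the 3-fold limit (16), while the probe set with the highest mean (26) and the 1.5-fold limit (34) were not. For G1 to S cell cycle control, the paper's number is 26 and the number here is 10. It was 8 after quantile normalization or centring, 10 with the floor, the filter or the probe set with the highest mean, 14 at 1.5-fold and 4 at 3-fold, so none of these alternatives came within 1.5 times. For focal adhesion, the paper's numbers are 30 upregulated and 7 downregulated genes, and those here are 11 and 0. The first was 11 after quantile normalization, with the floor, the filter or the probe set with the highest mean, 10 after centring, 17 at 1.5-fold and 5 at 3-fold, and the second was 2 at 1.5-fold and 0 otherwise, so again none came within 1.5 times.

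The other numbers lay within 1.5 times of each other. For cytoplasmic ribosomal proteins the paper's numbers of 34 and 0 equal those here. For the TGF-beta signalling pathway the paper's numbers are 10 and 4, and 7 and 3 were found here. The paper's folds of Myc, 25.32 and 20.13, compare with 25.2 and 20.1 here, and those of Pcna, 4.44 and 1, with 4.43 and 1.01.

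Of 16 folds in Fig 1B for the 8 genes that were named here, 12 are the same to 2 significant digits, among them all of the Tl 5 days column. In the Tl 2 days column, Fga is at about 160 in Fig 1B, read by eye, and at 200.2 here. Fgb is at about 100 and here at 107, Akr1b8 at about 90 and here at 99.8, and Spp1 at about 73 and here at 90.2 (Fig 1B, read by eye). For Fgb, Akr1b8 and Spp1 the figure's fold equals, at 2 significant digits, the fold found here for the gene ranked next (Akr1b8, Spp1 and Serpina3n), while for Fga it equals neither its own nor that of the next gene.

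The paper ranks ribosomal proteins first among the categories by their significance at 2 days. By median log2 difference, which is another measure, the lists of mitosis (2.92) and DNA replication (1.19) lay above that of cytoplasmic ribosomal proteins (1.00) in the Tl 2 days group, and in the Tl 5 days group the ribosomal proteins (1.48) lay above both (0.58 and 0.06). The median control values were 5.89, 6.98 and 12.37, so the lists differ in how far their signal lies above background, which limits this ranking. The list of kidney injury markers, with medians of 2.24 and 1.83, lay above the ribosomal proteins in both Tl groups.

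The paper reports lower Mdh2 and citrate synthase transcripts by qPCR in both Tl groups. It reports the same for Idh2, Sdha and fumarase, of which fumarase was not compared here. On the arrays Mdh2 differed from the control group by only -0.04 and -0.05 on the log2 scale, and Cs by -0.19 and -0.30. The log2 ratios of the means in the paper's S3 Table are -1.59 and -1.58 for Mdh2 relative to actin and -1.16 and -1.50 for Cs relative to GAPDH. Actb stood at 19.72, 19.93 and 19.81 on the 3 arrays, whose highest value was 19.93, so no array ratio to Actb is given. Relative to Gapdh on the same arrays, a setting chosen after seeing the values, Cs differed by -0.84 and -0.93. Lower in both measures were Idh2 and Sdha. Idh2 differed by -1.56 and -1.46 on the arrays, by -2.21 and -2.09 relative to Gapdh, and by the paper's -2.13 and -2.24. Sdha differed by -0.94 and -0.49 on the arrays, by -1.59 and -1.13 relative to Gapdh, and by the paper's -1.41 and -1.79. The paper's means are of 3 or 4 rats per group, and the rats behind each array are not stated.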

Other observations

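All tests of explanations in this part were chosen after the result had been seen, while the percentiles among random lists were planned before. Transcripts of cytoplasmic ribosomal proteins were higher in both Tl groups, and more so in the Tl 5 days group. Both comparisons used the same single control array, so they are not independent. A trend with signal level or between-array scaling is argued against as the whole cause, since the lower quartile of the list in the Tl 2 days group (0.71) lay above the central 95% of the medians of random lists of matched signal, which ended at 0.16. More cells in division at the time of sampling are argued against as the cause of the further rise in the Tl 5 days group. The ribosomal proteins were higher in that group than in the Tl 2 days group by a median of 0.46, with a lower quartile of 0.28, while the mitosis list was lower by a median of -2.34. The mitosis list does not mark cells that had divided earlier, so a contribution of such cells stays open. More macrophages stay open as a contribution. Macrophage markers were higher at both times and more so in the Tl 5 days group (0.92 and 1.42), the order this explanation needs. Lyz2, the brightest of them, was at 15.75, 16.48 and 17.81 in the control, Tl 2 days and Tl 5 days groups, but the part of ribosomal protein RNA that such cells carry was not measured. A response of the kidney's own cells to Tl, which the paper proposes through Myc, was not tested here.

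Transcripts of the thick ascending limb were lower in both Tl groups, each compared with the same single control array. A trend with signal level or between-array scaling is argued against, since the upper quartile of the list in the Tl 5 days group (-2.06) lay below the central 95% of the random medians, which began at -0.43. A uniform loss of cells of this segment is argued against as the whole cause, provided that its genes are confined to it. The differences of its 9 genes in the Tl 5 days group spanned 9.26 on the log2 scale, beyond 3.54, which is 4 times the SD of the negative control probe sets. The upper end of this range is Ptger3 (-0.20), the dimmest of the 9 in the control group (9.57). Among bright genes, Umod and Egf were lower by much more (-9.46 and -9.12) than Slc12a1 (-3.03) and Kcnj1 (-3.53). Lower transcription of single genes, with or without loss of cells, was not tested.

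Mitochondrial genes of the nucleus had small negative medians. These were -0.44 in the Tl 2 days group and -0.29 in the Tl 5 days group for 16 TCA cycle enzymes, -0.42 and -0.31 for 32 genes of complex I, -0.39 and -0.24 for 23 genes of complexes II to IV, and -0.40 and -0.35 for 12 genes of the ATP synthase. The medians kept their sign after quantile normalization. Centring could not reverse it, since it moved every difference by -0.12 in the Tl 2 days group and -0.05 in the Tl 5 days group. The proximal tubule list had a median of about the same size in the Tl 2 days group (-0.43) but not in the Tl 5 days group (0.04, with a sign that depends on the scaling), and those of the thick ascending limb and distal convoluted tubule were lower at both times. Whether a change in tubule cells accounts for the mitochondrial values was not tested. Among random lists matched on the mean of the arrays the TCA cycle list lay at percentiles 1.02 and 2.08 and complex I at 0 and 0.01, and among lists matched on the control array they lay at 8.72 and 13.2 and at 0.05 and 0.04. Over 2-fold lower were 2 of the TCA cycle enzymes at both times, Idh2 and Idh3g. The 15 regulators of mitochondrial biogenesis had a median of 0 at both times, and the mitochondrial ribosomal proteins did too. Nrf1 differed by 0.57 in the Tl 2 days group and 0 in the Tl 5 days group, Tfam by 0 and 0.59, and Ppargc1a by -1.36 and -0.70. Exactly equal values to those of the control array occurred for 19.8% and 20.2% of all genes. A difference or median of exactly 0 thus need not show an unchanged transcript, here or in the lists below. Hif1a differed by 1.52 and 0.69. Of the 13 mitochondrially encoded transcripts 0 were named on the array.

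Stress responses were uneven. The median log2 differences in the Tl 2 days and Tl 5 days groups were 0.89 and 0.60 for 22 target genes of NRF2, 0.29 and 0.48 for 24 genes of ATF4 and the integrated stress response, 0.49 and 0.14 for 16 genes of ER chaperones and the unfolded protein response, 0.23 and 0.30 for 13 cytosolic heat shock proteins, and 0 and 0 for 9 genes of eIF2alpha kinases and phosphatase subunits. The 6 genes of metallothioneins and zinc transport had medians of 0.03 and 0.11, the former negative after centring or with the floor, but Mt1 differed by 5.08 and 5.72 and Mt2A by 3.38 and 3.48. The NRF2 list went both ways in the Tl 5 days group, with 10 genes over 2-fold higher, 6 lower and quartiles at -0.89 and 1.60. Osgin1 differed by -2.89 and -2.62, Gclm by -0.71 and -1.73 and Gclc by -0.43 and -1.21, genes named after their values were seen. In the ATF4 list, Asns differed by 2.64 and 3.98, Slc7a11 by 2.89 and 2.78 and Mthfd2 by 2.72 and 1.98, the last 2 from dim control values of 5.00 and 5.10, while Cth differed by -1.82 and -2.02. Psat1 (-1.06 and -0.49), Ddit3 (-0.09 and -0.09) and Trib3 (0 and 0.03) were named after their values were seen. In the NRF2 list, Srxn1 differed by 4.67 and 3.25 and Abcc2 by 3.68 and 5.48. Inflammatory mediators had medians of 0.91 and 0.46, with Cxcl11 at 3.94 and 2.43, from a dim control value of 6.03, and Ccl20 at 3.93 and 0.57.

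The other lists gave these medians in the Tl 2 days and Tl 5 days groups. Glycolysis had -0.05 and -0.06, although Ldha differed by 2.15 and 1.73. The sodium potassium ATPase and potassium channels of the tubule had -0.32 and -0.52, focal adhesion and laminin receptors 0.89 and 0.60, TGF-beta signalling 0.33 and 0.35, Myc and its partners 0 and 0, and the reference genes 0.21 and 0.41. Podocyte markers had -0.01 and -0.70, endothelium -0.29 and -0.57, fibroblast and matrix 0.73 and 0.03, of which the latter was negative after centring, spleen B cells 0.17 and 0.14, T cells 0 and -0.05, and red blood cell precursors -0.25 and -0.26. Neutrophil markers had 0 and 0.41, and the latter was negative with the floor, since these genes are dim. Hba-a1 and Hbb, which circulating blood also brings, differed by -4.69 and -4.09 in the Tl 5 days group.

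For Havcr1 and Myc the paper's qPCR and the arrays rest on unlike groups, since the paper's means are of 3 or 4 rats and each group has 1 array. The log2 ratios of the means in the paper's S3 Table are 9.38 and 8.15 for Havcr1 and 2.95 and 2.72 for Myc, and relative to Gapdh on the same array, a setting chosen after seeing the values, Havcr1 differed by 12.30 and 12.31 and Myc by 4.01 and 3.69. Gapdh itself was higher by 0.65 and 0.63, while Actb is at the top of the scale of the arrays, so no difference is given for it. The paper's SDs are 119 and 92.9 for Havcr1, around means of 234 and 99.9, and 5.88 and 1.71 for Myc, around means of 7.75 and 6.57. The paper's control mean for Havcr1 in the S3 Table is 0.351. In a separate sheet of the S3 Table, the optical densities listed under Fig 4B for GAPDH equal those for citrate synthase in 4 of 4 control cases. They do so in 0 of 4 cases in each Tl group. These are not the qPCR values compared here.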
